# Microbiota alteration is associated with the development of stress-induced despair behavior

**DOI:** 10.1038/srep43859

**Published:** 2017-03-07

**Authors:** Ioana A. Marin, Jennifer E. Goertz, Tiantian Ren, Stephen S. Rich, Suna Onengut-Gumuscu, Emily Farber, Martin Wu, Christopher C. Overall, Jonathan Kipnis, Alban Gaultier

## Abstract

Depressive disorders often run in families, which, in addition to the genetic component, may point to the microbiome as a causative agent. Here, we employed a combination of behavioral, molecular and computational techniques to test the role of the microbiota in mediating despair behavior. In chronically stressed mice displaying despair behavior, we found that the microbiota composition and the metabolic signature dramatically change. Specifically, we observed reduced *Lactobacillus* and increased circulating kynurenine levels as the most prominent changes in stressed mice. Restoring intestinal *Lactobacillus* levels was sufficient to improve the metabolic alterations and behavioral abnormalities. Mechanistically, we identified that *Lactobacillus*-derived reactive oxygen species may suppress host kynurenine metabolism, by inhibiting the expression of the metabolizing enzyme, IDO1, in the intestine. Moreover, maintaining elevated kynurenine levels during *Lactobacillus* supplementation diminished the treatment benefits. Collectively, our data provide a mechanistic scenario for how a microbiota player (*Lactobacillus*) may contribute to regulating metabolism and resilience during stress.

Depression is one of the most common types of mental illnesses, affecting up to 7% of the population^1^,^2^. While improved diagnosis led to appreciation of the frequency of the disorder, better understanding of the mechanisms leading to depression is needed for the development of new therapeutic approaches for this debilitating disease. Based on both human and animal studies, several hypotheses have been proposed to underlie the etiology of depression, including monoamine deficiency, stress response dysregulation, neuronal plasticity deficits, and inflammation^1^,^2^,^3^. Genetic polymorphisms have also been linked to an increased risk for developing depression^2^. However, their prevalence cannot account for the frequency and familial nature of the disorder. Family history can also be viewed as having a “shared environment”, i.e. a shared microbiota composition. Therefore, we decided to explore the role of the gut microbiota in the development and maintenance of depressive behavior.

The microbiota, the collection of organisms inhabiting various organs, has been increasingly recognized to modulate host physiology^4^. Changes in gut microbiota composition have been linked to CNS function in animal models and human studies. In most studies, germ free mice show a decreased anxiety phenotype, but an exacerbated response to stress, and have numerous neurochemical disturbances^5^,^6^,^7^,^8^,^9^. Alteration of gut microbiota composition in despair and anxiety disorders has long been suspected from clinical observations, such as high co-morbidities of colitis and depression^10^,^11^,^12^.

In this study, we set out to understand whether and how microbiota alterations contribute to CNS dysfunction and behavioral abnormalities and whether the gut microbiota could be therapeutically targeted to alleviate depression. Here, we show that chronic stress significantly alters intestinal microbiota composition, primarily depleting the *Lactobacillus* compartment. ROS produced by *Lactobacilli* can inhibit kynurenine metabolism, a pathway that can negatively impact the brain when dysregulated. Surprisingly, therapeutic administration of *L. reuteri* to stressed mice improves metabolic homeostasis and corrects stress-induced despair behaviors.

## Results

### Microbiota composition is altered by unpredictable chronic mild stress

To determine whether chronic stress can directly affect the microbiota, we chose the unpredictable chronic mild stress (UCMS) model to induce despair behavior^13^,^14^. Considering the dynamic nature of the intestinal microbiota, we posited that lasting changes must be observed over a prolonged period of time (e.g. weeks-months). The UCMS model seemed particularly appropriate due to the length and variety of the stress protocol (Fig. 1a). Consistent with previous reports, this protocol effectively induced despair behavior, as measured by the forced swim test (t(19) = 3.343, Welch’s correction applied, p = 0.0034; Fig. 1b)^3^,^15^,^16^. The assay measures the amount of time an animal struggles to escape an uncomfortable situation, a behavior typically affected in most models of depression and corrected by anti-depressant treatment. We verified that the forced swim test results were true despair behavior, as the animals show normal activity and locomotion in the open field test (Sup. Fig. 1a,b). The UCMS protocol did not significantly impact the weight and the food intake of stressed mice when compared to the control group (Sup. Fig. 1c,d).

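Fecal pellets of naïve and stressed wild-type mice were taken repeatedly from day 1 of the protocol to day 47 in the stressed group and day 49 in the naïve group. The naïve group comprises 22 pellets of 4 mice in 2 cages, and the stressed group 18 pellets of 4 mice in 2 cages. Day 1 is covered by 4 naïve and 3 stressed pellets, and day 11 and later by 18 naïve and 15 stressed pellets. From day 32 on there are 10 naïve pellets of 4 mice and 8 stressed pellets of 3 mice, because stressed mouse 5R has pellets of days 1 and 11 alone. The authors amplified part of the 16S rRNA gene (V3-V4), sequenced it on a MiSeq, merged and quality-filtered the reads, and used QIIME to remove chimeras, group the reads into operational taxonomic units (OTUs) and assign taxonomy. The resulting table gives read counts for 975 OTUs in 56 genera and 13 classes, where sequences without a genus are counted as an unclassified genus of their family or order. Every library sums to the same total, so depth does not differ between groups, and a count of 0 in a library allows a share of up to 0.0464% (3 counts, counting error only). Shares in percent were averaged over the pellets of each mouse and are given as mean ± SD over mice. Groups of mice were compared by two-sided exact permutation tests, whose smallest possible p is 0.0286 with 4 mice against 4 or against 3. For genera, the counts of each mouse were summed over its pellets of day 11 and later and tested with edgeR at an adjusted p under 0.05. The main comparison (day 11 and later) and the windows from day 32 on and of days 11 and 18 alone were chosen before the data were examined. Mice of a cage share bacteria, and with 2 cages per group an exact permutation of cages cannot reach a p under 0.05.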

In order to assess the changes in microbiota composition that occur during chronic stress, we performed 16S rRNA sequencing on genomic DNA isolated from the fecal samples of naïve and stressed mice. The quantity of bacterial DNA in fecal pellets was not affected by stress, as demonstrated by 16S qPCR (t(33) = 0.4447, p = 6594; Fig. 1c). In terms of microbiota composition, principal coordinate analysis shows distinct clustering between samples from naïve and stressed mice, indicative of differences between the groups (Fig. 1d). 

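Pellets of stressed mice from day 32 on stood apart from all naïve pellets and from the earlier stressed pellets along the first principal coordinate. On that coordinate they lay between 0.530 and 0.663, the stressed pellets of days 1 to 18 between -0.228 and -0.0300, and the naïve pellets between -0.215 and 0.0949. In the late stressed pellets, 63.1 ± 3.97% of the counts (SD, n = 3 mice) came from 587 OTUs that had at most 3 counts in every wild-type pellet up to day 18, against 6.58 ± 6.80% (n = 4) in naïve pellets of day 32 and later. Most of this came from an OTU of Allobaculum, a genus of Erysipelotrichi, at 35.2 ± 3.53%, and an OTU of the order Bacteroidales at 21.0 ± 1.57% of the counts (OTU589 and OTU662, singled out after their values were seen). Along the second coordinate, the naïve pellets of day 49 of mice 6L and 6R, from 1 cage, lay apart from the other naïve pellets, and OTU662 made up 6.84% and 12.2% of their counts. The 587 OTUs together made up 33.7% and 37.4% of the counts in these pellets and 0.728% in the day 49 pellet of mouse 7R. In naïve pellets of days 32 and 39 they were at 0.803 ± 0.275% (SD, n = 4 mice). The 587 OTUs were not new to the series. Up to day 26 they made up 22.0 ± 3.43% in naïve and 25.1 ± 9.15% in stressed immunodeficient mice (n = 4 each). In wild-type mice with autoimmune encephalomyelitis they were at 2.07 ± 1.78% (n = 5) over these days. Whether they passed between groups of mice was not tested. The coordinates were computed from Bray-Curtis distances between the OTU shares of 40 pellets, and the first and the second hold 47.4% and 12.0% of the variation. Over mice from day 11 on, the group accounted for 42.6% of the variation between mice, which did not pass the test (exact permutation of the mice, p = 0.0857, n = 4 mice per group). Over the window from day 32 on it accounted for 86.0% (exact permutation, p = 0.0286, n = 3 stressed and 4 naïve mice). On days 11 and 18 it accounted for 22.1% (exact permutation, p = 0.0286, n = 4 mice per group), and on day 1 for 17.7% (p = 0.429, n = 3 and 4). Without stressed mouse 5R, the share from day 11 on was 72.4% (exact permutation, p = 0.0286).

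**Figure D1:**
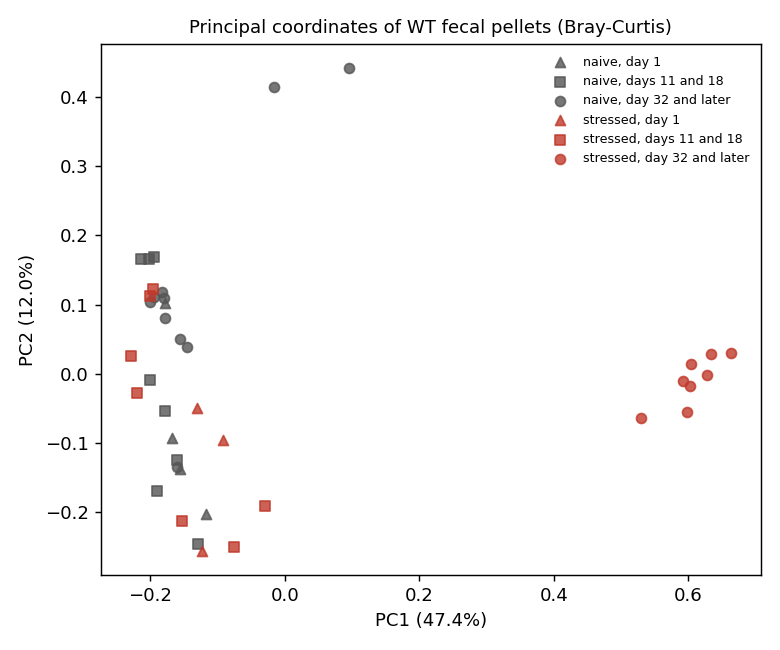
First and second principal coordinates of Bray-Curtis distances between 40 fecal pellets of wild-type mice, each axis labelled with its percent of the variation. Each point is 1 pellet, by group and day. Stressed pellets of day 32 and later sit at 1 end of the first coordinate, apart from the naïve pellets.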

A more in-depth taxonomic analysis of bacterial types revealed several changes in the microbiota composition (Fig. 1e shows one experimental cohort, Sup. Fig. 2 shows a different experimental cohort; bacterial classes are shown for ease of visualization). 

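Clostridia, Bacteroidia and Bacilli held most of the counts of the naïve mice. Averaged over the window from day 32 on, Erysipelotrichi had the largest mean share in the stressed mice, above Clostridia by less than the spread of the mice. In that window Erysipelotrichi made up 36.1 ± 3.30% of the counts in stressed mice (SD, n = 3) and 0.285 ± 0.126% in naïve mice (n = 4). Bacteroidia were at 22.7 ± 1.70% in stressed and 29.8 ± 1.58% in naïve mice, and Mollicutes, bacteria without a cell wall, at 0.790 ± 0.613% and 3.63 ± 1.29%. The minor classes 4C0d-2, relatives of Cyanobacteria that do not photosynthesize, and TM7-3 were at 2.35 ± 0.872% and 0.421 ± 0.118% in stressed mice and had no counts in naïve pellets. Clostridia did not separate the groups, at 33.6 ± 3.49% in stressed and 33.5 ± 7.36% in naïve mice (exact permutation test, p = 1.0). Within Bacteroidia, the OTU that led up to day 18 in stressed mice, OTU5700, was at 11.6 ± 2.50% (n = 4) then and at 0.0748 ± 0.0591% (n = 3) from day 32 on. Naïve mice had 9.32 ± 3.52% of it from day 32 on, with no count in the day 49 pellets of mice 6L and 6R. For each class that separated the groups from day 32 on, the exact permutation p was 0.0286, the smallest that 3 mice against 4 allow, and 0.0531 after adjustment over 13 classes. The 13 include Betaproteobacteria and Chloroplast, which had no count in either group and so could not differ. The adjusted value therefore also depends on which classes are counted. From day 11 on, Erysipelotrichi were at 15.7 ± 10.4% in stressed and 0.248 ± 0.0657% in naïve mice, Bacteroidia at 21.7 ± 1.76% and 25.0 ± 1.63%, Clostridia at 42.1 ± 1.88% and 40.9 ± 9.57%, and Mollicutes at 4.23 ± 4.10% and 5.90 ± 1.91% (n = 4 each). None of the 13 classes passed the adjusted test in that window (exact permutation, lowest adjusted p = 0.310, lowest unadjusted p = 0.0571).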

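From day 32 on, 3 genera fell and 10 rose in stressed mice compared with naïve mice, of 24 tested. Lactobacillus, which ferments sugars to lactic acid, fell by 3.59 on the log2 scale (standard error 0.61, adjusted p = 4.7e-04 from edgeR). Unclassified Turicibacteraceae fell by 1.99 (standard error 0.48, adjusted p = 0.0036) and unclassified Peptococcaceae fell by 2.23 (standard error 0.51, adjusted p = 0.0029). Allobaculum rose to 35.7 ± 3.48% of the counts (SD, n = 3 mice) from 1 count in all naïve pellets of that window, and unclassified YS2 and F16 rose to 1238 and 213 counts from 0. Of the 5 tested genera of the list of other Clostridia, Ruminococcus (Lachnospiraceae), Clostridium (Clostridiaceae) and Blautia rose (3 also when adjusted over the list alone), with log2 fold changes of 3.24 (standard error 0.62), 4.39 (0.89) and 2.48 (0.55). Unclassified Ruminococcaceae (2.06), unclassified Erysipelotrichaceae (1.86), Lachnospira (2.18) and the mucin degrader Akkermansia (1.27, adjusted p = 0.0317) also rose in edgeR. The Akkermansia share, at 0.247 ± 0.0917% in stressed and 0.186 ± 0.0789% in naïve mice, did not separate the groups (exact permutation, p = 0.4). Of 2 tested butyrate-producing genera, none changed in edgeR (0 adjusted over the list alone), and their listed genera summed to 0.680 ± 0.258% in stressed and 1.75 ± 0.697% in naïve mice (exact permutation p = 0.0571, n = 3 and 4). From day 11 on, the main comparison, none of the 25 tested genera passed the adjusted threshold in edgeR (n = 4 mice per group). Allobaculum and unclassified YS2 were not among the tested genera, because too few mice had enough counts of them. The listed Erysipelotrichia genera, Allobaculum among them, summed to 15.2 ± 10.2% in stressed and 0.0503 ± 0.0238% in naïve mice (exact permutation, p = 0.143). At an unadjusted p under 0.05 Lactobacillus was lower and Blautia higher, with log2 fold changes of -1.29 (standard error 0.46, adjusted p = 0.277) and 1.13 (0.41, adjusted p = 0.277), while DESeq2 and limma on centred log-ratios called 0 genera. The most abundant genus, unclassified Bacteroidales, had a log2 fold change of -0.23, unclassified Lachnospiraceae -0.25, unclassified Clostridiales -0.14, Clostridium (Lachnospiraceae) 0.21, Anaeroplasma -0.89 and unclassified Ruminococcaceae 0.51. Without mouse 5R, 12 genera passed from day 11 on, 5 lower and 7 higher. From day 32 on the median log2 fold change of all tested genera was 0.70, and it shifted by -0.85 with scaling to the library total (7 lower, 6 higher), by -0.28 with DESeq2 (5 lower, 9 higher) and by -1.74 with centred log-ratios (14 lower, 5 higher, with Akkermansia at -0.45). Of the 13 calls, 9 were made in the same direction with the library total, 12 with DESeq2 and 8 with centred log-ratios, where unclassified Ruminococcaceae were at 0.30, unclassified Erysipelotrichaceae at 0.23 and Blautia at 0.43.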

In our sequencing runs we observed between 14 and 29 significantly different genera between the naïve and stressed conditions. The variability in the starting microbiota (of naïve mice) and its changes (after stress) is not unexpected, as different shipments of mice, even from the same vendor, can have different microbiota compositions^17^,^18^. 

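On day 1 the mice differed widely within each group. Lactobacillus made up 7.01 ± 11.0% of the counts in naïve mice (SD, n = 4) and 7.23 ± 7.97% in stressed mice (n = 3), with 23.4% in naïve mouse 6L and 0.279% to 2.34% in the other naïve mice. Unclassified and classified Turicibacteraceae together were at 12.0 ± 6.20% in naïve and 4.73 ± 7.10% in stressed mice. These starting differences did not pass an exact permutation test (p = 1.0 for Lactobacillus and p = 0.229 for Turicibacteraceae, 0.381 when adjusted over 30 tests by day). Leaving out single mice turned the direction of the Lactobacillus difference, which ranged from -4.28 to 5.68 percentage points. The Shannon index of genera was 2.36 ± 0.0339 in naïve and 2.37 ± 0.0417 in stressed mice. Of 20 genera tested between the groups on day 1, edgeR called 0 (1 at an unadjusted p under 0.05), and DESeq2 called 0.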

Overall, the most conserved microbiota change across all independent experiments was a decrease in *bacillus* class members in stressed mice (Fig. 1e, Sup. Fig. 2a). This class encompasses *Lactobacillus* and *Turicibacter*, and the decrease was also detectable at the genus level (Sup. Fig. 2b). 

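The Bacilli share of stressed mice was far below that of naïve mice from day 32 on, at 3.31 ± 0.0656% (SD, n = 3) against 32.1 ± 8.34% (n = 4). All 3 stressed mice lay below the lowest naïve mouse in this window (exact permutation test, p = 0.0286). On day 11 the stressed mice were not lower, with 32.2 ± 4.02% against 26.3 ± 14.1% (n = 4 each). On day 18 the means were 4.44 ± 2.60% in stressed (n = 3) and 20.0 ± 15.2% in naïve mice (n = 4), a difference within the spread of the mice (exact permutation test, p = 0.114). On day 39 they were 3.93 ± 0.386% and 35.1 ± 7.58% (exact permutation test, p = 0.0286, and 0.214 when adjusted over 30 tests by day, n = 3 and 4). The unadjusted value is the smallest possible, so a single day could hardly pass that adjustment. Over all days from 11 on, the means were 14.4 ± 8.39% in stressed and 27.3 ± 10.4% in naïve mice, which did not pass the test (exact permutation, p = 0.0571, n = 4 each). Nearly all Bacilli belonged to Lactobacillus and Turicibacteraceae, and over all libraries 66454 of 66589 Lactobacillus counts and 46199 of 46425 counts of unclassified Turicibacteraceae fell in 1 OTU each. Of the 2 tested genera of the Bacilli list, both fell from day 32 on in edgeR (2 when adjusted over the list alone), and from day 11 on none did (1 lower, Lactobacillus, when adjusted over the list alone).

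**Figure D2:**
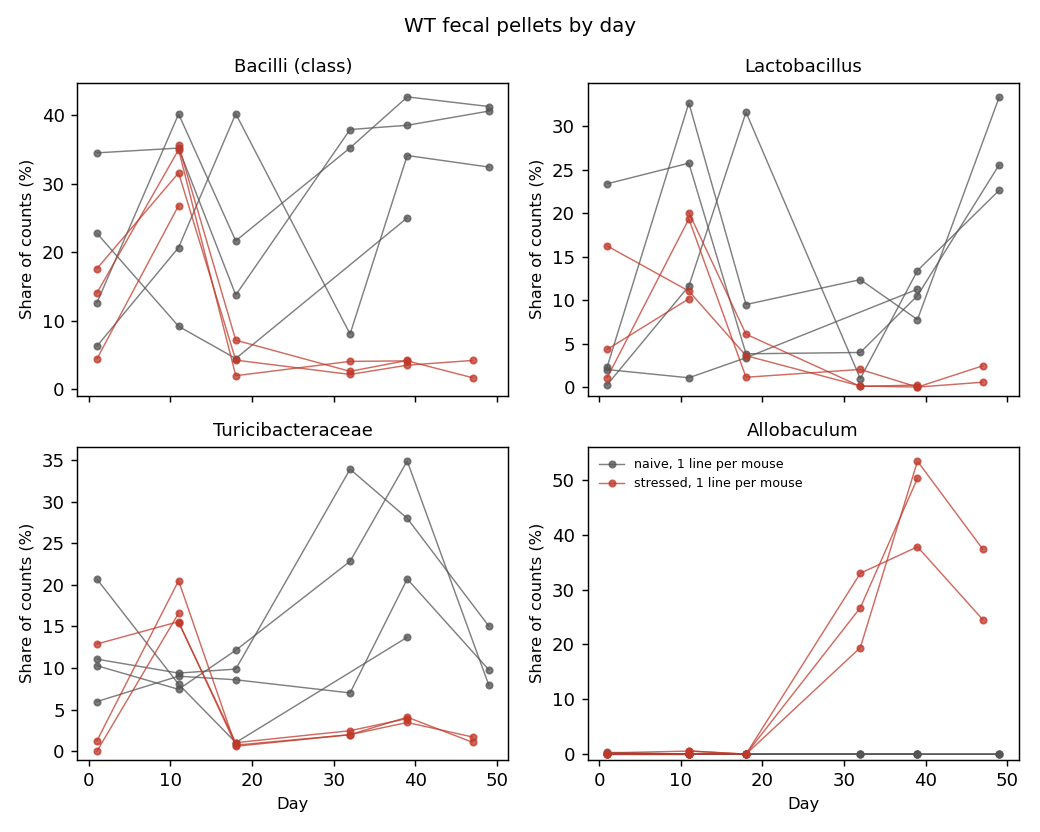
Share of counts in percent (y axes) by day of the protocol (x axes) for Bacilli, Lactobacillus, Turicibacteraceae and Allobaculum in fecal pellets of wild-type mice. Each line is 1 mouse, coloured by group. Bacilli of the stressed mice stay low from day 18 on, with means of 4.44% on day 18 and 3.93% on day 39.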

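Both members of the class were lower in stressed mice from day 32 on. Lactobacillus was at 0.640 ± 0.407% in stressed mice (SD, n = 3) and 13.7 ± 2.88% in naïve mice (n = 4). Turicibacteraceae, the family of Turicibacter, whose sequences here mostly carry no genus name, were at 2.66 ± 0.468% and 18.4 ± 6.36%. In both cases every stressed mouse lay below every naïve mouse (exact permutation tests, p = 0.0286 each). On day 11 Turicibacteraceae were at 17.0 ± 2.37% in stressed and 8.48 ± 0.890% in naïve mice (n = 4 each, exact permutation p = 0.0286), and on day 18 at 0.795 ± 0.221% (n = 3) and 7.91 ± 4.80% (n = 4, exact permutation p = 0.0571). Lactobacillus was at 15.2 ± 5.28% in stressed and 17.8 ± 14.2% in naïve mice on day 11 (n = 4 each, exact permutation p = 0.743) and at 3.62 ± 2.48% and 12.1 ± 13.3% on day 18 (n = 3 and 4, exact permutation p = 0.400). On day 32 it was at 0.759 ± 1.11% and 5.78 ± 5.90% (n = 3 each, exact permutation p = 0.200) and on day 39 at 0.0929 ± 0.134% and 10.7 ± 2.33% (n = 3 and 4, exact permutation p = 0.0286). None of these single days passed when adjusted over 30 tests by day (lowest adjusted p = 0.214). The smallest possible p was 0.0286, and 0.1 on day 32 with 3 mice per group. A single day could therefore hardly pass that adjustment, whose result decides nothing about these days. Over days 11 and 18 together neither passed the test, with Lactobacillus at 10.2 ± 2.35% in stressed and 14.9 ± 9.02% in naïve mice (exact permutation, p = 0.343) and Turicibacteraceae at 10.9 ± 3.95% and 8.20 ± 2.46% (p = 0.371, n = 4 each). From day 11 on, Lactobacillus was at 6.22 ± 2.94% against 13.6 ± 5.96% (exact permutation, p = 0.0857) and Turicibacteraceae at 8.17 ± 5.63% against 13.7 ± 5.36% (p = 0.171, n = 4 each). Without naïve mouse 7L, the Lactobacillus difference from day 11 on was -10.2 percentage points and passed the test (exact permutation, p = 0.0286).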

Due to the abundance of literature linking *Lactobacilli* and behavior and the lack of studies and tools regarding *Turicibacter* species, we further focused on *Lactobacillus* as a confident potential player in the despair phenotype. We verified the net loss of *Lactobacilli* by qPCR (t(19) = 4.103, Welch’s correction applied, p = 0.0006; Fig. 2a) and selective fecal sample cultures using MRS agar supplemented with azide (t(9) = 2.993, Welch’s correction applied, p = 0.0157; Sup. Fig. 3a,b)^19^. These results demonstrate that chronic stress disturbs the microbiota homeostasis, in particular by decreasing the *Lactobacillus* levels. 

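Averaged over the whole period from day 11 on, Lactobacillus did not differ detectably from its own starting level in stressed mice, a window that joins the higher share of day 11 with the lower shares of later days. Its share moved by -1.14 ± 10.1 percentage points from day 1 in stressed mice (SD, n = 3) and by 6.58 ± 12.3 in naïve mice (n = 4), a difference within the spread of the mice (exact permutation test, p = 0.486). Stressed mouse 5R enters this mean with its day 11 pellet as its only later one. With single mice left out, the difference between the groups ranged from -13.1 to -1.91 percentage points. Within the stressed group, 2 of 28 tested genera differed between day 1 and later pellets in edgeR, neither of them Lactobacillus, which had a log2 fold change of -0.15 (standard error 0.83). That count was not stable, at 0 to 8 genera when a single mouse was left out at either time. Clostridium (Lachnospiraceae) rose by 1.17 (standard error 0.19, adjusted p = 0.0197 from edgeR) and unclassified Clostridiales fell by 1.35 (standard error 0.29, adjusted p = 0.0442 from edgeR). With the mouse as a replicate block, which the repeated pellets of the same animals allow, 0 genera passed (5 at an unadjusted p under 0.05), and DESeq2 called 8. In naïve mice 0 of 24 genera passed between the same times (6 at an unadjusted p under 0.05, 0 with the mouse as a block, 3 with DESeq2). From the lower Bacilli share after stress, its counterpart at the genus level, and the loss of Lactobacillus measured by qPCR and culture, the paper concludes that chronic stress disturbs the homeostasis of the microbiota and lowers Lactobacillus in particular.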

Correlation analysis returned a positive correlation (Spearman r = 0.5246, p = 0.0122) between the relative *Lactobacillus* load and the escape behavior displayed by a mouse (Fig. 2b). Our observation was not limited to C57BL/6J, as BALB/cJ and C57BL/6N mice also show significant correlation (Spearman r = 0.4682, p = 0.0012) between *Lactobacillus* levels and their escape behavior (Fig. 2c). Interestingly, C57BL/6N mice had very low starting levels of *Lactobacillus*, which corresponded to low escape behavior even in the absence of stress. Our data are in agreement with recent studies showing associations between lower *Lactobacillus* levels and stress^20^,^21^.

To gain insight into potential causes for changed microbiota composition, we further characterized intestinal physiology and immunity. Similarly to previous reports using stress models^22^,^23^, large intestinal transit time was significantly decreased in the stressed animals (t(19) = 4.275, Welch’s correction applied, p = 0.0004; Sup. Fig. 4a). Furthermore, we observed an increase in the total size and cellular content of the stressed small intestines (t(22) = 3.574, p = 0.0017; t(22) = 2.248, p = 0.0349; Sup. Fig. 4b,c). These changes in intestinal physiology in response to stress may underlie microbiota changes.

### Treatment with a *Lactobacillus* species ameliorates despair behavior by restoring kynurenine metabolism

To assess whether *Lactobacillus* levels may play a role in mediating despair behaviors, we attempted to replenish the levels of the bacteria and then measure escape behavior. To this end, we subjected mice to the UCMS protocol for three weeks and then supplemented their diet with live cultures of *L. reuteri*, while continuing the stress protocol for additional 4 weeks (Fig. 3a). *Lactobacillus reuteri* (ATCC 23272) is a species that colonizes several vertebrate hosts, including rodents and humans, and was shown to improve despair and anxiety-like behaviors, including the forced swim test in mice^24^,^25^. This regimen indeed elevated *Lactobacillus* levels in the stressed mice (Fig. 3b, t(8) = 3.330, p = 0.0104). The increase in overall *Lactobacillus* was not due to a re-expansion of endogenous bacteria, but due to *L. reuteri* supplementation (Sup. Fig. 5). Moreover, in our experimental paradigm, *L. reuteri* supplementation ameliorated the despair behavior induced by UCMS (Fig. 3c, F_stress_(1, 32) = 8.569, p = 0.0062; F_interaction_(1, 32) = 3.005, p = 0.0926; Bonferroni post-hoc t_broth_ = 3.96, t_*L.reuteri*_ = 0.8441). *L. reuteri* also improved the compulsive behavior observed in stressed mice, as measured by the nestlet shredding test (Fig. 3d, F_stress_(1, 31) = 13.7, p = 0.0008; F_treatment_(1, 31) = 5.508, p = 0.0255; Bonferroni post-hoc t_broth_ = 3.861, t_*L.reuteri*_ = 1.412). These data indicate that *Lactobacillus* levels may be mediating, at least in part, the depressive-like behavior.

To get an insight into the potential mechanism of *Lactobacillus*-supported resiliency, we performed untargeted metabolomics analysis of serum samples to identify if and how metabolites composition was altered after chronic stress. Principal component analysis showed that the metabolic profile of stressed mice is clustered distinctly from that of naïve mice (Fig. 3ei). Treatment with *L. reuteri* modified the metabolic profile of stressed mice to an intermediate profile, suggesting that some of the stress associated metabolic alterations may be a consequence of decreased *Lactobacillus* levels, while others may be a direct effect of *L. reuteri* administration (Fig. 3eii). While several molecules were significantly different in our analysis (234 out of 4900 spectra), most returned spectra were not confidently matched to known molecules due to limitations in the metabolite library (Sup. Fig. 6). Of the identified compounds, we mined those increased in stressed animals and normalized by *L. reuteri* treatment. Among them, metabolites in the tryptophan-kynurenine pathway presented this pattern (Fig. 3f, F(2, 53) = 12.13, p < 0.0001). Evidence of dysregulation of this pathway in depressed patients, as well as its recently described role in the initiation of despair behaviors^26^, have made the tryptophan-kynurenine pathway particularly compelling as part of the potential mechanism mediating the microbiome effects on behavior. IDO1 is the main enzyme metabolizing L-tryptophan to kynurenine outside of the liver (where TDO is the primary enzyme)^27^. The effects of *Lactobacillus* strains on *ido1* expression remain unclear. While it appears that in the context of inflammatory disease several *Lactobacillus* strains can increase IDO1 expression or activity^28^,^29^, in other models *Lactobacillus* administration dampens it^30^,^31^. Intriguingly, a recent study^32^ showed that, at steady state, *Lactobacillus* administration can directly modulate kynurenine metabolism, by inhibiting the pathway initiating enzyme IDO1 via production of reactive oxygen species (i.e. H_2_O_2_, summarized in Fig. 4a).

To further explore this question in our study, we verified that cultured *L. reuteri* produced a significant amount of H_2_O_2_ *in vitro*, when compared to *E.coli*, a negative control that does not produce H_2_O_2_ (Fig. 4b, t(4) = 208.2, p < 0.0001). In addition, we also compared the ROS production from *L. reuteri* with that of endogenous *Lactobacillus* in Jackson C57BL6 mice, *L. johnsonii*, and observed they were comparable (Fig. 4c and Sup. Fig. 3c, Tuckey’s posthoc q = 1.592, p = 0.51). *L. murinus*, the endogenous *Lactobacillus* found in Taconic C57BL6/N mice was also included for comparison. We next measured peroxide levels in the fecal contents of the stressed mice and discovered that H_2_O_2_ levels were decreased in the stressed mice; more importantly, and in agreement with our hypothesis, therapeutic administration of *L. reuteri* significantly raised the level of H_2_O_2_ *in vivo* (F(2, 25) = 9.907, p = 0.0007, Fig. 4d). Moreover, we observed a significant correlation between the drop in *Lactobacillus* levels and the levels of H_2_O_2_ (Fig. 4e, Spearman r = 0.7818, p = 0.0105). We further verified the kynurenine pathway dysregulation by probing for *ido1* mRNA in the intestine. Our results show increased *ido1* expression in the intestines after stress, which is decreased after *L. reuteri* treatment (F_stress_(2, 14) = 7.274, p = 0.0068), in accordance to the effects observed on ROS production (Fig. 4f). To further investigate the causative role of kynurenine metabolism in mediating despair behavior we treated naïve mice with L-kynurenine daily (i.p., Fig. 4g) and observed a significant reduction in escape behavior (t(16) = 2.861, Welch’s correction applied, p = 0.0113) at the end of the 4-week protocol (Fig. 4h). Moreover, in order to show that the benefit of *Lactobacillus* supplementation is by reducing kynurenine level, we treated stressed mice simultaneously with *L.reuteri* and L-kynurenine, expecting kynurenine to bypass the benefits of *L.reuteri* supplementation. Indeed, while *L. reuteri* alone increased the escape behavior of stressed mice, kynurenine administration abrogated the beneficial effect of *L.reuteri* (F(2, 18) = 8.632, p = 0.0024; Fig. 4i), even with elevated levels of *Lactobacillus* and H_2_O_2_ (Sup. Fig. 7a,b).

## Discussion

Taken together, our results demonstrate that microbiome homeostasis was robustly altered in animals undergoing UCMS, with a consistent decrease in *Lactobacilli*. This finding was shared across three strains of mice (C57BL/6J, as BALB/cJ and C57BL/6N). Moreover, our data suggest that the production of H_2_O_2_ by *Lactobacillus* may be protective against the development of despair behavior by direct inhibition of intestinal *ido1* expression and decrease in the circulating level of kynurenine, a metabolite associated with depression^26^.

Our results are in agreement with recent literature demonstrating that microbiome composition is modified with acute and chronic stress^20^,^33^,^34^. Microbiome dysbiosis is also detected in humans affected by major depressive disorders and the transplantation of the biota from these patients in germ free mice can induce despair behavior^9^. Beyond describing microbiome fluctuation as a consequence of UCMS, we further demonstrated that levels of *Lactobacillus* correlate with the susceptibility to and severity of despair behaviors. Indeed, animals exhibiting low (i.e. Taconic C57BL/6N mice) intestinal *Lactobacillus* levels present with a basal despair phenotype, when compared to animals with higher levels of *Lactobacillus* (i.e. Jackson C57BL/6J mice). Accordingly, therapeutic administration of a probiotic *Lactobacillus* species during UCMS was sufficient to improve the despair symptoms. Further works will be needed to explore the role of other populations of bacteria affected by UCMS, as well as *Lactobacillus* strain differences and their abilities to improve behavior.

Recently, members of the *Lactobacillus* genus have been shown to affect a multitude of aspects of human physiology, as they colonize several sites of the body, including the skin, the vagina, and the entirety of the gastrointestinal tract, starting with the oral cavity^35^. Perhaps best studied in the vagina, *Lactobacilli* protect against infection by producing a diversity of antimicrobial factors, including lactic acid, peroxide, bacteriocins, as well as by resource competition^35^,^36^,^37^. Although in a few contexts increased levels of *Lactobacilli* are associated with pathology, e.g. dental cavities^38^, the bacteria are largely non-pathogenic or beneficial. From dysbioses or probiotic studies, *Lactobacilli* are associated with protection against infection, improved recovery after enteric infections, decreased colitis pathology, and better cognitive function^25^,^39^,^40^,^41^.

While *Lactobacilli* are able to control other microbial communities through secretion of antimicrobial factors, genetic limitations make them more sensitive to environmental conditions. In particular, many *Lactobacillus* genus members are unable to synthesize amino acids and purines and thus rely on nutrient rich environments and other bacteria for supply of essential building blocks^42^,^43^,^44^,^45^. We hypothesize that, in the context of a faster intestinal transit, such as the one observed in stressed animals, fluctuating availability of nutrients and symbiotic bacteria will impact the renewal of the *Lactobacillus* niche^46^. Further studies will be able to determine whether there is indeed a causal relationship between increased intestinal motility and microbiota alteration in the context of stress, or rather if the dysbiosis induced during stress causes altered intestinal physiology.

We found that the level of kynurenine is increased after chronic stress, in a manner dependent on *Lactobacillus* levels. Kynurenine can readily cross the blood-brain barrier to drive depression within the CNS by disrupting neurotransmitter balance and driving neuroinflammation^27^,^47^. A recent study by Agudelo *et al*.^26^ identified this pathway as also being disrupted in stressed mice using the same model of UCMS. Taken together, these new findings point to disruptions in tryptophan-kynurenine metabolism as an important factor in mediating despair behavior. IDO1 is the main enzyme responsible for conversion of tryptophan to kynurenine outside of the liver, and its expression and activity can be directly inhibited by reactive oxygen species (ROS)^32^. Members of the *Lactobacillus* family have the capacity to produce high levels of ROS, as a means of maintaining their niche^36^,^37^. In our study, we have shown that decreased levels of ROS in stressed animals correlate with an increase in intestinal *ido1* transcripts, thus potentially explaining our observed increase in circulating kynurenine. Moreover, several studies have shown that inhibiting IDO1 activity (such as with the small molecule 1-methyl tryptophan) has potent effects in ameliorating depressive-like behaviors both in chronic stress and inflammation-induced sickness behavior models^48^,^49^,^50^.

The inhibition of IDO1 by *Lactobacillus-*derived ROS is likely just one of the mechanisms through which *Lactobacilli*, and *L. reuteri* in particular, contribute to host physiology and modulate behavior. Our findings are in accordance with the previously reported beneficial effect of *L. reuteri* administration on despair and anxiety-like behaviors^25^. Nevertheless, in their study, Bravo and colleagues have shown that *L. reuteri* can modulate GABA receptor expression in the CNS, via the vagus nerve^25^. The vagus nerve has been shown to carry peripheral signals and modulate inflammatory and stress reponses^51^,^52^,^53^,^54^. Whether the two results are connected remains to be investigated. It is possible that intestinal kynurenine can signal on the afferent vagal terminals and modulate its effects in the CNS, including its modulation of the hypothalamus-pituitary adrenal (HPA) axis. To this point, it is important to consider the contribution of liver TDO to peripheral kynurenine levels. TDO expression and activity are increased by glucocorticoids and in response to acute stress, and play a role in glucocorticoid levels homeostasis^55^,^56^,^57^. Whether TDO levels decrease chronically in our long-term stress model (following an expected decrease of corticosterone) or what effect the *Lactobacillus* administration has remains to be investigated. We have also considered other possible mechanisms for the behavioral effects of *L. reuteri* supplementation, mediated by the immune system, or other populations of commensals affected by the treatment. Further studies will be necessary to assess the chronological and the hierarchical role of each pathway during despair behavior development, as well as how these pathways affect the CNS.

Altogether, our results indicate that the microbiome can play a causative role in the development and symptomatology of depression. Further studies are needed to prove a causal relationship between intestinal *Lactobacillus* levels and depressive-like behavior. Moreover, investigation of whether *Lactobacilli* can play a similar function in human biology and if manipulation of *Lactobacillus* levels and/or local induction of ROS production in the gut could be used to treat psychiatric disorders is warranted.

## Methods and Materials

### Animals

All methods were performed in accordance with the relevant guidelines and regulations of the University of Virginia and approved by the University of Virginia Animal Care and Use Committee. Male C57BL/6 and BALB/c (8 weeks old) were purchased from Jackson or Taconic laboratories as described in the text. The mice were maintained on a 12 hours light/dark cycle with lights on at 7am. Chronic stress was started after at least 1 week of acclimation. All behavioral interventions were performed between 4 pm and 7 pm and take-downs were performed between 11am and 2 pm. Sample size was selected to be similar to previously reported behavioral experiments. Animals were housed 2–3 per cage and cages were randomly assigned to control or experimental groups. In each experiment, every group consisted of at least 3 cages in order to minimize cage effects. Investigators were not blinded to the group allocation. Experiments were conducted in such a way as to make sure that all experimental groups were exposed to the same environments. Animals were excluded from the experiments if they developed illnesses (e.g. dermatitis) that might affect the outcome of the results. Certain measurements are occasionally not available for each mouse enrolled in the study due to technical issues (e.g. fecal sample not provided, sample loss).

### Chronic mild stress protocol

Mice were subjected daily to an acute stressor (1–2 hours: restraint, loud white noise, crowded housing, strobe light) and an overnight stressor (12–24 hours: 45° cage tilting, repeated cage changes, wet bedding, dark deprivation) presented in a randomized fashion as described in the literature^13^. For restraint stress, mice were placed in clean 50 mL conical tubes with pierced holes for ventilation for 1 hour. For crowded housing stress, mice were placed on top of the cage wire for 2 hours, after which their cage was changed. For wet bedding stress, 200 mL of water was added to the bedding of a clean cage. All procedures used autoclaved, sterile materials (bedding, water) in order to prevent contamination. Food, water intake, and weights were monitored in initial experiments and no major changes were observed in the stressed group. For subsequent experiments, monitored parameters are indicated on matching experimental design figures. 

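In wild-type pellets of day 11 and later, 192 OTUs had counts after stress and none in naïve or day 1 pellets, and 37 OTUs had counts in naïve pellets of the same period and none in stressed or day 1 pellets (medians of 100 draws of 15 pellets per group). With at least 10 counts in the group, the numbers were 53 and 6, where day 1 pellets include 3 of mice with autoimmune encephalomyelitis. Of those 53 OTUs, 41 had counts in other libraries of the series, cecal samples of the same stressed mice and stressed immunodeficient mice included. In other libraries without stress (naïve cecal samples, naïve immunodeficient mice and later pellets of mice with encephalomyelitis), 9 of the 53 had counts, and 10 when 4 day 1 pellets of the stressed immunodeficient mice were added. The most abundant of them in stressed mice was OTU1719, an unclassified member of Ruminococcaceae, with 1027 counts in 8 pellets of 3 mice. Some of the 53 were Allobaculum OTUs with at most 44 counts each in stressed pellets. Whether these are separate from the abundant Allobaculum OTU, OTU589, was not tested. A further pair of OTUs, singled out after their values were seen, had no count in any wild-type stressed pellet up to day 18 and high shares in wild-type stressed pellets afterwards. OTU589, of Allobaculum, made up 19.3% to 52.6% of the counts in 8 of 8 wild-type stressed pellets from day 32 on and at most 0.0155% (1 count) in any naïve wild-type pellet. OTU662, of Bacteroidales, made up 12.4% to 32.7% in the same 8 pellets. It had no count in the 7 naïve wild-type pellets of days 32 and 39 and was present in 2 of 3 naïve wild-type pellets of day 49. Genera of a list of 14 common reagent and environment contaminants had no count in any library.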

Sequencing results showed no new OTUs in the stressed microbiota, indicating the lack of contamination during the stress protocol.

### Behavioral assessment

Despair behavior was assessed at time points of interest using the forced swim test, as described in the literature^58^. The last 4 minutes (out of 6 minutes total test) were scored for escape behavior, defined as active swimming, with all four limbs and tail moving. The test was conducted using autoclaved water and disinfected containers. Anxiety/compulsive behavior was assessed using the nestlet-shredding test^16^. The mice were singled housed 30–60 minutes before the beginning of the test. Each mouse then received a pre-weighed nestlet and allowed undisturbed activity for either 30 or 60 minutes. At the end of the test, the piece of nestlet that was still intact was weighed.

### DNA isolation

Whole genomic DNA was isolated via phenol-chloroform extraction. Briefly, a fecal pellet was placed in a 2 mL tube containing 200 μL silica-zirconia beads (0.1 mm). The tube was filled with 750 μL extraction buffer, 200 μL 20% SDS and 750 μL phenol-chloroform-isoamyl alcohol (25:24:1). After disruption, the aqueous phase was separated by centrifugation and cleaned up with two washes of chloroform-isoamyl alcohol (24:1). The DNA was precipitated and resuspended in 10 mM Tris solution.

### Fecal microbiota sequencing

For 16S rRNA sequencing, the V3-V4 region of the 16S rRNA gene was amplified for 25 cycles using specific primers with adapter overhangs as per the Illumina library preparation guide (Sup. Table 1). Following purification of the PCR products, individual indexes were added to the amplicons by PCR. The amplicons were purified, pooled in equal quantities, and then sequenced on the Illumina MiSeq platform. Reads with an average quality score below 25 (from any 10-bp window) or a mismatched barcode were removed. Paired-end reads were then merged using the software FLASH^59^. Merged reads were analyzed using the QIIME pipeline with default parameters to remove chimeric, pick 97%-identity OTUs and assign taxonomy^60^.

### Selective culture of *Lactobacilli* and *L. reuteri* preparation

Fecal pellets were resuspended in 1 mL of deMan, Rogosa and Sharpe (MRS) broth supplemented with sodium azide (0.02% w/v) to select *Lactobacillus*^19^. After brief decanting of insoluble fecal material, samples were further diluted 1:1000 in MRS/azide and 50 μL of this dilution were spread on MRS/azide agar plates and grown overnight at 37 °C, in aerobic conditions. The plates were then imaged with a Bio-Rad gel imager and colonies were counted using the “particle counter” plugin in ImageJ.

For *Lactobacillus* supplementation experiments, L. *reuteri* was obtained from ATCC (23272) and cultured aerobically according to manufacturer instructions. Radiated food pellets were pulverized in a blender and kneaded with fresh *L. reuteri* (2 billion CFU/mouse/day) and water, or with MRS culture broth and water for control. The animals received fresh food prepared daily.

### Intestinal transit time measurement

Large intestinal transit time was measured as previously described^61^. Briefly, mice were anesthetized with isofluorane and a 3 mm diameter glass bead was inserted 2 cm inside the rectum with a lubricated rod. The mice were then placed in an empty cage without bedding and the time to bead expulsion was measured.

### Intestinal tissue analysis

The small intestine was dissected by excising under the stomach and before the cecum. Mesenteric fat and Peyer’s patches were carefully removed using fine forceps. The intestine was opened longitudinally and the contents were removed in two PBS washes. Excess liquid was gently absorbed using kimwipes and the tissue was weighed. Intestinal cells were then isolated as previously described^62^. Briefly, the mucus layer and epithelial cells were shook off in two washes with HBSS/5% FBS/2 mM EDTA. The tissue was then digested with collagenase VIII (Sigma, C2139) for 12–15 minutes, filtered, and the cells washed twice with HBSS/5% FBS/2 mM EDTA and finally resuspended in FACS buffer (0.01 M PBS, 1% BSA, 2 mM EDTA, 0.1% sodium azide). Cell counts and viability were determined using an acridine orange/propidium iodine assay on a Nexcelom cell counter.

### Metabolite analysis

Blood was collected by cardiac puncture and centrifuged at 10,000 × g for 3 minutes in gel tubes for serum preparation. Frozen (−80 °C) serum samples were shipped to the University of Michigan Metabolomics Core for untargeted metabolomics analysis. Metabolites isolated by positive and negative ion selection were analyzed by mass spectrometry. Mass spectrometry peak intensities were further analyzed using the MetaboAnalyst online software. Peak values were filtered using the interquantile range, normalized to the group sum, then log transformed and auto-scaled for principal component analysis and further statistical tests^63^. Identifiable significant metabolites were analyzed through pathway analysis, followed by further manual pathway enrichment.

### ROS quantification

Fresh fecal samples were collected in sterile 2 mL tubes, weighed, and resuspended in 1 mL sterile PBS. After brief sedimentation of insoluble particles, 500 μL of bacterial slurry were incubated at 37 °C for 30 minutes. Following bacterial culture centrifugation, 50 μL of supernatant was reacted using the Amplex Red hydrogen peroxide/peroxidase assay kit (Thermo Fisher, cat. A22188) according to manufacturer’s protocol. For ROS production by individual *Lactobacillus* species, fecal *Lactobacilli* were cultured as described above for 20 hours. Individual colonies were selected and dissociated in 200 uL MRS media and incubated for 30 minutes at 37 °C. The resulting ROS concentration was measured as described above. The identity of each colony was verified using specific primers (Sup. Table 1).

### qPCR

For RNA quantification, frozen tissues (brain and intestine) were homogenized by bead beating in RNA TRI Reagent (Life technologies) and RNA was extracted according to manufacturer’s protocol. cDNA was synthethized with the High Capacity cDNA Reverse Transcription kit (Life Technologies). cDNA was amplified using the Sensifast Sybr NO-ROX kit (Bioline), according to manufacturer’s instructions. Gapdh was measured as a normalizer for each sample. Results were analyzed by the relative quantity (ΔΔCt) method^64^.

For total 16S rRNA quantification, we followed the BactQuant protocol described by Liu *et al*.^65^. Briefly, the 16S gene was amplified using primers directed to the V3-V4 rRNA region (Sup. Table 1). *L. reuteri* DNA was used for the standard curve. For relative quantification of total *Lactobacillus* or specific *Lactobacillus* species, the ΔΔCt method was used to compare *Lactobacillus*-specific amplification to that of the 16S rRNA gene. Reactions were performed using the Sensifast Sybr NoROX kit from Bioline (BIO-98005). Primer sequences are available in Sup. Table 1.

### Statistical analysis

All statistical analyses were performed in Prism. The results of the statistical tests are presented within the results section. Analyses involving two groups were performed using a two-tailed t-test. If the variances between groups were significantly different, a Welch’s correction was applied. For experiments involving stress and another variable (e.g. *L.reuteri* treatment), data were analyzed with a two-way ANOVA. For the metabolomics experiments involving only 3 groups, a one-way ANOVA was utilized. Outliers were excluded if they fell more than two standard deviations from the mean. For all analyses, the threshold for significance was at p < 0.05. Repeats for each experiment, if performed, are specified in the figure legend corresponding to the respective panel.

## Additional Information

**How to cite this article:** Marin, I. A. *et al*. Microbiota alteration is associated with the development of stress-induced despair behavior. *Sci. Rep.* **7**, 43859; doi: 10.1038/srep43859 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Figures

## Figures and Tables

**Figure 1:**
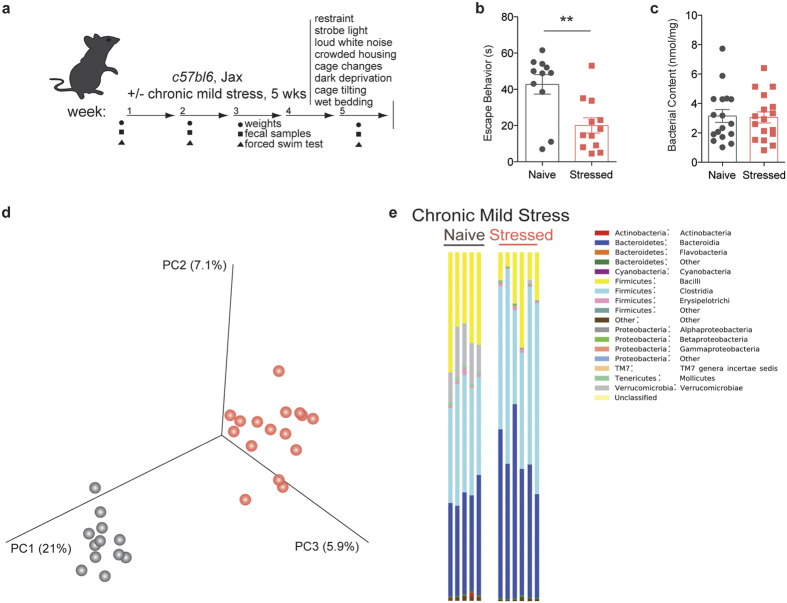
Unpredictable chronic mild stress (UCMS) induces despair behavior and microbiota dysregulation. (**a**) Experimental design. (**b**) Quantification of escape behavior in the forced swim test (n = 11 naïve and 12 stressed; representative of 3 independent experiments; two-tailed t-test with Welch’s correction, **p < 0.01; mean ± s.e.m.). (**c**) Total bacterial load quantification by qRT-PCR of 16S rRNA (n = 17 samples per group; two-tailed t-test; mean ± s.e.m.). (**d**) Principal coordinate analysis of microbiome communities in naïve and stressed mice. Analysis based on 2 UCMS experiments (n = 12 naïve and 16 stressed; representative of 2 sequencing experiments) (**e**) Representative graphs of bacterial class distribution in individual subjects show a decrease in bacilli (yellow) (n = 5 naïve and 6 stressed; representative of 2 sequencing experiments).

**Figure 2:**
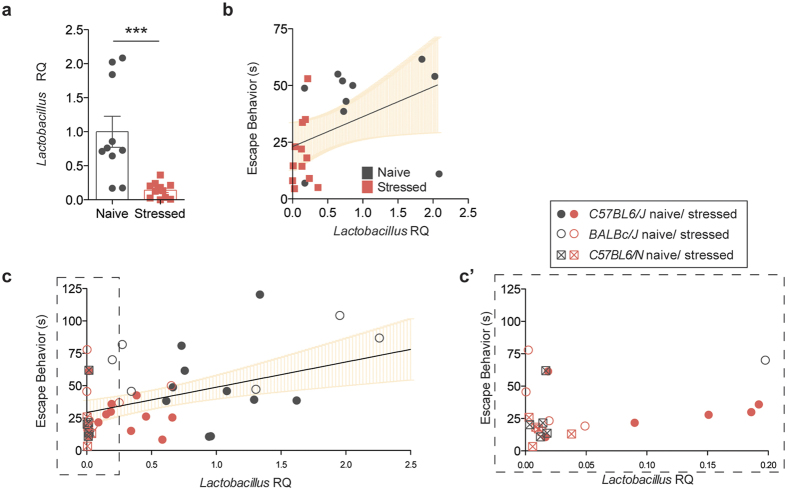
*Lactobacillus* levels correlate with depressive behavior. (**a**) *Lactobacillus* quantification in fecal samples by qRT-PCR, relative to 16S rRNA (n = 10 naïve and 11 stressed; representative of 3 independent experiments; two-tailed t-test with Welch’s correction, ***p < 0.001; mean ± s.e.m.). (**b**) Correlation analysis between *Lactobacillus* levels and escape behavior (n = 22 pairs, two-tailed Spearman r, **p = 0.01, line of best fit with 95% CI). (**c**) Correlation analysis between *Lactobacillus* levels and escape behavior in C57BL/6J (Jax), BALB/cJ (Jax), and C57BL/6N (Taconic), naive and stressed (n = 45 pairs, two-tailed Spearman r, **p = 0.01, line of best fit with 95% CI). (**c**’) Dashed insert with expanded X-axis for better resolution.

**Figure 3:**
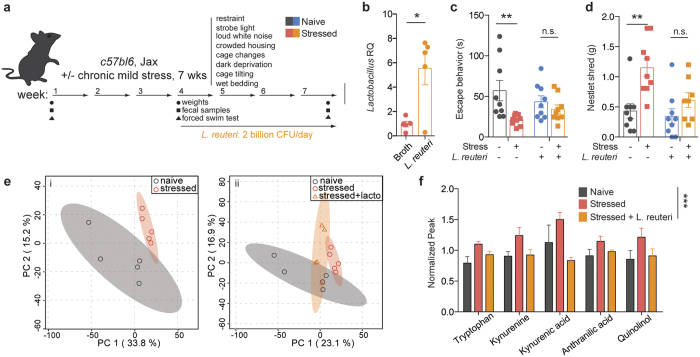
Treatment with probiotic *L. reuteri* ameliorates the escape behavior induced by chronic stress. (**a**) Experimental design of *L. reuteri* supplementation regimen. (**b**) qRT-PCR quantification of *Lactobacillus* levels in fecal samples of *L. reuteri* or broth-control treated mice, relative to 16S rRNA (n = 5; representative of 2 independent experiments; two-tailed t-test, *p < 0.05; mean ± s.e.m.). (**c**) Forced swim test quantification of escape behavior of naïve and stressed mice treated with either *L. reuteri* or bacteria-free broth (n = 9 per group; representative of 2 independent experiments; 2-way ANOVA followed by Bonferroni post-hoc, **p < 0.01; mean ± s.e.m.). (**d**) Nestlet shredding test quantification of escape behavior of naïve and stressed mice treated with either *L. reuteri* or bacteria-free broth (n = 9 per group; representative of 2 independent experiments; 2-way ANOVA followed by Bonferroni post-hoc, **p < 0.01; mean ± s.e.m.). (**e**) Principal component analyses of serum metabolite composition after untargeted metabolomics assay (n = 5 mice per group) showing two (i) or three (ii) group comparisons; shaded areas represent 95% CI. (**f**) Normalized MS peaks of tryptophan - kynurenine pathway metabolites in the sera of naïve, stressed and *L. reuteri* treated stressed mice (n = 3–5 per group; 2-way ANOVA, ***p < 0.001; mean ± s.e.m.).

**Figure 4:**
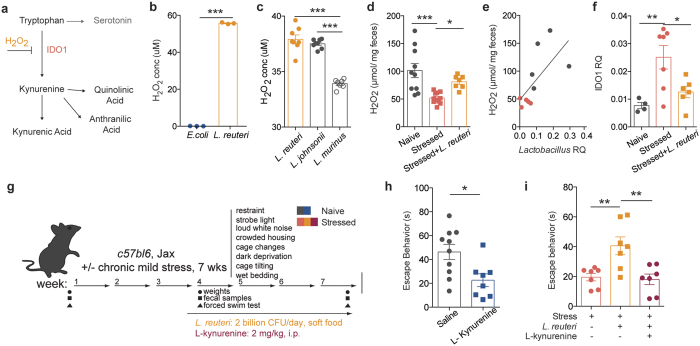
*Lactobacillus* supplementation improves behavior by moderating kynurenine metabolism. (**a**) Representation of tryptophan-kynurenine pathway, depicting H_2_O_2_ inhibition of pathway-initiating enzyme IDO1. (**b**) Production of H_2_O_2_ by E. coli and *L. reuteri* (n = 3 wells per group; representative of 2 independent experiments; two-tailed t-test, ***p < 0.001; mean ± s.e.m.). (**c**) Production of H_2_O_2_ by endogenous *Lactobacillus* species compared to *L. reuteri* (n = 7–8 colonies per group; one-way ANOVA with Dunnet’s multiple comparisons, ***p < 0.001; mean ± s.e.m.). (**d**) Fecal H_2_O_2_ levels in naïve, stressed and *L. reuteri* treated stressed mice (n = 10 naïve, 11 stressed and 7 stressed + *L.reuteri* mice per group; one-way ANOVA with Dunnet’s multiple comparisons, *p < 0.05, ***p < 0.001; mean ± s.e.m.). (**e**) Correlation between *Lactobacillus* and H_2_O_2_ levels in naïve and stressed mice (n = 5 mice per group; Spearman r test, **p = 0.01). (**f**) qRT-PCR quantification of *ido1* expression in the intestines of naïve, stressed mice and *L. reuteri* treated stressed mice, relative to GAPDH. (n = 4 naïve, 7 stressed and stressed + *L.reuteri* mice per group, 1-way ANOVA followed by Dunnett’s post-hoc, p < 0.01; mean ± s.e.m.). (**g**) Experimental design of *L. reuteri* and/or kynurenine administration. (**h**) Forced swim test quantification of escape behavior of naïve mice treated with L-kynurenine or saline control (n = 10 saline and 8 L-kynurenine mice per group; representative of 2 independent experiments; two-tailed t test with Welch’s correction, *p < 0.05; mean ± s.e.m.). (**i**) Forced swim test quantification of escape behavior of stressed mice treated with either *L. reuteri* alone or *L. reuteri* and L-kynurenine (n = 7 per group; one-way ANOVA followed by Dunnett’s post-hoc, **p < 0.01; mean ± s.e.m.).

How the deposited data were processed for this re-analysis (not part of the article)

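The table analysed holds 104 libraries of 16S rRNA amplicons from fecal pellets and cecal samples of mice. Wild-type naïve and stressed pellets were compared at the claims, where other libraries enter only the counts of OTUs and of the reagent genera, and cecal samples, mice with severe combined immunodeficiency (SCID) and wild-type mice with experimental autoimmune encephalomyelitis (EAE) were compared in the closing section. No library was left out. The SCID libraries comprise 22 naïve and 15 stressed pellets, the EAE libraries 14 pellets of 6 mice in 3 cages, and the cecal samples 4 naïve and 3 stressed wild-type and 4 naïve and 2 stressed SCID mice.

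The authors removed reads of low quality, merged read pairs with FLASH, and used QIIME with default parameters to remove chimeras, form OTUs and assign taxonomy. The values are whole-number counts, and all libraries sum to 6460 counts, as after random subsampling to 1 depth, a step that the paper's text does not name. Of 975 OTUs, 6 carry no taxonomic match. A count of 0 allows a share of up to 0.0464% in a library. All 128 pairs of pellets or cecal samples of the same group and day differed by more than counting noise (20 draws), and the smallest Bray-Curtis distance was 0.113.

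Counts were summed by genus and by mouse, since pellets of 1 mouse are not independent. Genera with at least 10 counts in at least as many mice as the smaller group holds were tested with edgeR 4.0.16 (TMM scaling, quasi-likelihood F test, two-sided) at a Benjamini-Hochberg adjusted p under 0.05. Class shares, genus shares, the Shannon index (natural logarithm) and their changes between days were compared by two-sided exact permutation of mice. Separation of the communities was tested by PERMANOVA on Bray-Curtis distances between mouse means, with all splits of the mice. The comparisons were stressed with naïve mice (wild-type, SCID and cecal), day 1 with later days in each wild-type group, EAE mice of day 26 and later with naïve mice of day 32 and later, and the interaction of genotype and stress. OTUs seen in only 1 group were counted over equal numbers of pellets, as the median of 100 draws.

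Alternatives were DESeq2 1.42.0, no filter on low counts, scaling to the library total, limma 3.58.1 on centred log-ratios (pseudocount 0.5), limma with the mouse or the cage as a random block, the t-test of the paper's statistics section, other windows of days, other distances, shares on the log2 scale (0.01 added), and leaving out each mouse. Shares from summed counts, a higher minimum of counts per pellet and thinning for the Shannon index would change nothing at equal depth and were not run. The paper's statistics section names a two-tailed t-test for 2 groups and no test for genera in particular. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 were used.

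The taxa named are those the paper names, genera past the threshold by size of change, the 10 most abundant genera, and detected members of 10 fixed lists (Bacilli genera, butyrate-producing Clostridia, other Clostridia, Bacteroidales, mucus users, Erysipelotrichia, gut Proteobacteria, gut Actinobacteria, reagent and environment genera, and diet DNA). The test of genera was tested on simulated data with 50 simulations. With the numbers of mice from day 11 on it recovered 93.3% of 4-fold and 100% of 16-fold changes and called 3.38% of unchanged genera, and with those from day 32 on it recovered 86.7% and 100% and called 3.08%. These rates hold for the simulated counts, and whether they hold for the real groups was not tested. From day 11 on, edgeR called 0 genera with stressed mouse 5R and 12 without it. The 0 calls therefore do not exclude 4-fold changes.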

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

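The tests of dilution, of the starting level, of cages, of carry-over and of the Bacteroidales OTU, and the test of the change between days 11 and 18, were chosen only after the results were seen. The test of reagent genera was set before its result was seen.

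The share of Turicibacteraceae moved by -16.4 ± 3.05 percentage points from day 11 to day 18 in stressed mice (SD, n = 3). In naïve mice it moved by -0.569 ± 4.84 (n = 4, exact permutation test of the change, p = 0.0286, the smallest possible). The change was tested because it had been seen, so this p is not independent of the choice. Part of the difference lies in day 11, when stressed mice were higher, at 17.0 ± 2.37% against 8.48 ± 0.890% (n = 4 each). On day 18 they were at 0.795 ± 0.221% against 7.91 ± 4.80% (n = 3 and 4, exact permutation p = 0.0571). Bacilli of the stressed mice were low in all later pellets. Dilution by the taxa that appeared later is argued against as the whole cause, because from day 32 on the highest stressed mouse had 5.97% Bacilli with Allobaculum taken out of the total and 10.6% with the 587 OTUs taken out that had at most 3 counts in every wild-type pellet up to day 18, below the lowest naïve mouse at 24.9% and 25.0%. A lower starting level is argued against as the whole cause, since from day 11 to day 32 and later Bacilli moved by -30.7 ± 2.12 percentage points in stressed mice (SD, n = 3) and by 5.84 ± 6.97 in naïve mice (n = 4, exact permutation test, p = 0.0286), while from day 1, with 2 stressed mice, the changes of -12.5 and 13.1 points cannot reach the threshold (exact permutation test, p = 0.133, smallest possible 0.0667). Stress and a difference between cages remain open and cannot be told apart, because the wild-type stressed mice came from 2 cages that no naïve mouse shared. In the SCID stressed cage Bacilli were also low, at 0.155% on day 18 and 0.0464% on day 39 (n = 2 mice), against 9.00% and 20.8% in SCID naïve mice, a difference that was not tested.

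Allobaculum, which the paper does not discuss, reached a mean of 35.7% in wild-type stressed pellets of day 32 and later (n = 3 mice) and 18.3% in stressed cecal samples (n = 3), against at most 0.0155% in naïve pellets of the same window and 0 in naïve cecal samples. Carry-over from libraries of other groups is argued against, since the late OTU, OTU589, reached at most 0.635% in any library outside the wild-type stressed group and at least 19.3% in the 8 late stressed pellets, and carry-over among the stressed libraries was not tested. Contamination from reagents could not be judged from a list of 14 genera, whose highest summed share was 0.0% in every library and so left nothing to compare. Stress and a difference between the 2 wild-type stressed cages and the naïve cages remain open, and the stressed SCID cage had only 0.0774% to 0.635% Allobaculum from day 32 on and 0.0929% of OTU589 in cecal samples. The low Allobaculum counts of day 1 in wild-type mice belonged mostly to OTU2850.

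A Bacteroidales OTU, OTU662, had no count in any naïve or stressed pellet through day 26 and made up 21.0 ± 1.57% of the counts in wild-type stressed mice from day 32 on (SD, n = 3), while OTU5700 of the same order was at 0.0748 ± 0.0591% in these mice, at 0 in naïve mice 6L and 6R on day 49 and at 0.511% to 2.93% in SCID naïve pellets of day 49. Stress as a requirement is argued against, since 3 of 4 naïve cages carried OTU662 on day 49, at 6.84% and 12.2% in the pellets of wild-type cage 6 and 11.5% to 27.2% in 4 of 4 SCID naïve pellets. Separate processing of all the last libraries is argued against as well, since 7 of 27 libraries of day 47 and later had no count of it, among them 3 of naïve cage 7 and 4 of EAE mice. It appeared earlier than in naïve mice in the 2 wild-type stressed cages, while the SCID stressed cage had no count on days 32 and 39 and 58.8% on day 47, with no naïve pellet between days 39 and 49 to compare, and whether stress set the time was not tested.

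Among 47 groups of 4 to 10 samples, where chance would set about 1 in 20 apart, 2 had a sample far from the others. Lactobacillus was at 23.4% in naïve mouse 6L on day 1, with the other 3 mice between 0.279% and 2.34%. Allobaculum was at 0.325% in naïve mouse 7L on day 1, with the others between 0.0310% and 0.0774%. Another signal lies in samples the paper does not report on, a pellet of EAE mouse 2L on day 26 with 21.7% Allobaculum, nearly all of OTU2850, whose Bray-Curtis distance was 0.397 to its nearest pellet, that of stressed mouse 5R on day 11, 0.422 to the nearest naïve or EAE pellet and 0.817 to the nearest stressed pellet of day 32 and later.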

How the results depend on the processing

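The windows of day 18 and later and of days 32 and 39, and all combinations of day 32 and later with another tool, scaling or threshold, were chosen only after the data were seen. Of 329 values recomputed under an alternative, 243 stayed the same. For differences this means the same direction and side of the threshold, and for counts of genera or OTUs an equal or similar number. For those that did not stay the same, the cause was not tested unless it is named. The count of 0 genera in wild-type mice became 4 with no filter, 13 from day 32 on, 1 on days 11 and 18, 12 from day 18 on, 10 on days 32 and 39, 9 with pellets as samples and the mouse as a block, 1 with the methods' test unadjusted and 2 at an unadjusted p. With the window of day 32 and later it was 14 with DESeq2, 19 with centred log-ratios, and 13 each with the library total, the methods' test and an unadjusted p. It stayed at 0 with DESeq2, the library total, centred log-ratios, the cage block and the methods' test adjusted. The 2 genera of stressed mice over time became 8 with DESeq2 and 0 with no filter, 0 with centred log-ratios and 0 with the mouse as a block. In naïve mice over time 0 became 3 with DESeq2, 1 with no filter and 2 with the library total. With DESeq2, SCID mice gave 3, EAE mice 3 (1 with no filter), cecal samples 7 (5 with no filter, 7 with centred log-ratios) and the interaction 3 (1 with centred log-ratios). From day 32 on the difference between stressed and naïve mice was -13.1 percentage points for Lactobacillus, -15.8 for Turicibacteraceae, -28.8 for Bacilli and 35.7 for Allobaculum, and on days 32 and 39 -8.52 for Lactobacillus, -27.4 for Bacilli and 36.8 for Allobaculum (25.7 from day 18 on), all past the threshold. Not past it were Turicibacteraceae on days 32 and 39 (-18.8) and Lactobacillus (-11.3), Turicibacteraceae (-12.9) and Bacilli (-24.1) from day 18 on (exact permutation p = 0.0571 each). Turicibacteraceae reversed on days 11 and 18, at 2.69 points and a log2 fold change of 0.21. The Shannon difference reversed to -0.0214 from day 32 on, -0.0207 from day 18 on and -0.0358 on days 32 and 39. Community separation passed at 86.0% from day 32 on, 22.1% on days 11 and 18, 77.8% from day 18 on and 88.1% on days 32 and 39. OTUs seen only after stress were 53 at 10 counts, with and without thinning. Leaving out each mouse gave 0 to 12 genera in wild-type mice (12 without stressed mouse 5R, otherwise 0), 10 to 15 from day 32 on, 0 on day 1 in every case, 0 to 8 in stressed mice over time (8 without the later pellet of 5R, 1 without those of 4L or 4R, otherwise 0), 0 to 1 in naïve mice over time (1 without 7L on day 1), 0 to 1 in SCID mice (1 without stressed 1L), 0 to 2 in EAE mice (2 without 2R), 1 to 5 in cecal samples (5 without naïve 7L, 3 without stressed 5L, 1 without stressed 4R) and 0 to 1 for the interaction (1 without SCID naïve 3L, wild-type stressed 4L or 4R). Differences in percentage points then ranged from -10.2 to -5.52 for Lactobacillus (past the threshold without naïve 7L), -8.36 to -3.72 for Turicibacteraceae, -17.7 to -9.97 for Bacilli and 12.9 to 20.2 for Allobaculum. For Lactobacillus they ranged from -4.28 to 5.68 on day 1 (-1.34 without naïve 6R, -1.44 without 7L, -2.02 without 7R, -4.28 without stressed 5L), -13.1 to -1.91 for the change from day 1, -8.94 to -0.0907 in SCID mice, -9.48 to -7.11 in EAE mice and -10.4 to -4.16 in cecal samples. Bacilli in SCID mice ranged from -14.1 to -3.94, the Shannon difference from 0.00331 to 0.0978 and community separation from 36.6% to 72.4% (past the threshold without 5R). Depth limits shares under 0.0464% in a library.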

Differences from the paper's values

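The comparisons of day 32 and later with DESeq2 or centred log-ratios, the windows of day 18 and later and of days 32 and 39, and the count at an unadjusted p were chosen only after the values were seen. The paper gives 14 to 29 genera as significantly different between naïve and stressed mice and names no threshold for genera beyond its general p under 0.05, while 0 genera passed an adjusted p under 0.05 from day 11 on. The groups are unlike, since the paper's Fig. 1d and Fig. 1e have more animals and its methods more cages per group than the 4 mice in 2 cages of each group here, and which of its experiments these pellets belong to is not known. Of the alternatives set before the data were examined, day 32 and later (13 genera) and leaving out stressed mouse 5R (12) came within a factor of 1.5 of the paper's 14, and the others did not (0 to 9 genera). None of them came that close to the paper's 29. Among the alternatives chosen after seeing the values, DESeq2 from day 32 on gave 14, the library total, the methods' test unadjusted and an unadjusted p 13 each, the window of day 18 and later 12 and that of days 32 and 39 10, and centred log-ratios from day 32 on gave 19. Of these genera the paper's text names Lactobacillus and Turicibacter, and each of these alternatives chosen afterwards called both lower (Turicibacter as unclassified Turicibacteraceae).

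The first principal coordinate holds about 21% in Fig. 1d, read by eye, and 47.4% of the variation among 40 pellets here. The plot of the paper combines 2 experiments, and the distance is not named in the paper's text.

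The paper states that Lactobacillus and Turicibacter decreased at the genus level. Neither passed the adjusted test from day 11 on, where their log2 fold changes were -1.29 and -0.95 in edgeR, with adjusted p of 0.277 and 0.316. Lactobacillus alone was called from day 11 on at an unadjusted p under 0.05 and when adjusted over the list of Bacilli genera alone. Both were called lower with the alternatives set before the data were examined of day 32 and later (-3.59 and -1.99), pellets with the mouse as a block (-2.91 and -1.60) and leaving out stressed mouse 5R (-1.54 and -1.43). With those chosen after seeing the values, both were also called from day 18 on (-2.96 and -2.79), on days 32 and 39 (-3.77 and -2.16), and from day 32 on with DESeq2 (-3.93 and -2.20), the library total (-4.41 and -2.80) and centred log-ratios (-5.59 and -3.62). For pellets with the mouse as a block, the estimated correlation of pellets of 1 mouse was -0.0990, so the block did not widen the errors for repeated pellets. The class that the paper states as decreased, Bacilli, was lower by mean from day 11 on without passing the test (exact permutation, p = 0.0571, n = 4 mice per group), and passed from day 32 on. Fig. 1e shows about 26% Bacilli in naïve and 13% in stressed mice, near the 27.3% and 14.4% found from day 11 on. Stressed mice lay further from the figure from day 32 on (3.31%) and on days 11 and 18 (21.1%).

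The paper states that stressed mice held no OTUs that were new. In wild-type pellets from day 11 on, 192 OTUs were seen only after stress and 37 only in naïve mice (53 and 6 at 10 or more counts). Some of the 53 were Allobaculum OTUs with at most 44 counts each in stressed pellets. Whether these are separate from OTU589 was not tested. Of the 53, 41 had counts in other libraries of the series, stressed ones included, and 9 in libraries of SCID naïve mice, EAE mice after day 1 or naïve cecal samples (10 with the day 1 pellets of stressed SCID mice). In the wild-type pellets OTU589 and OTU662 went from 0 counts in stressed pellets up to day 18 to 35.2 ± 3.53% and 21.0 ± 1.57% of the counts from day 32 on (SD, n = 3 mice).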

Other observations

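The counts under other splits of the samples were chosen only after the results were seen. In cecal samples of wild-type mice (3 stressed of day 47, 4 naïve of day 49), 2 of 21 tested genera rose after stress and none fell in edgeR (5 at an unadjusted p under 0.05). DESeq2 and centred log-ratios called 7 each, and leaving out single mice gave 5 without naïve 7L, 3 without stressed 5L and 1 without stressed 4R. Allobaculum was at 18.3 ± 11.2% in stressed mice (SD, n = 3) and had no count in naïve mice, and Ruminococcus (Lachnospiraceae) had a log2 fold change of 3.54 (standard error 0.78, adjusted p = 0.0215 from edgeR). Both were among the 13 genera that changed in pellets of day 32 and later, in the same direction, but the cecal samples come from the same mice and are not independent of them. Cecal Lactobacillus was at 3.96 ± 3.71% in stressed and 11.0 ± 7.81% in naïve mice (exact permutation test, p = 0.229), and Turicibacteraceae at 1.09 ± 0.232% and 4.29 ± 2.78%.

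In SCID mice, which lack T and B cells, Bacilli were at 12.8 ± 14.0% after stress and 20.8 ± 8.93% in naïve mice (SD, n = 4 each, exact permutation test, p = 0.343) and Lactobacillus at 11.3 ± 12.5% and 14.8 ± 6.53% (p = 0.657). After day 11 stressed SCID pellets came from 2 mice of 1 cage, whose Bacilli were at 0.155% on day 18 and 0.0464% on day 39, against 9.00 ± 4.32% (n = 3) and 20.8 ± 4.96% (n = 4) in naïve SCID mice, and at 0.0155% in cecal samples against 10.8 ± 5.49% (n = 4). These differences by day were not tested. None of 23 genera passed in edgeR (4 at an unadjusted p under 0.05, 3 with DESeq2), and none of 32 genera had a stress effect that differed between wild-type and SCID mice (6 at an unadjusted p under 0.05, 3 with DESeq2, 1 with centred log-ratios). Of these 32, 6 genera, among them Allobaculum, YS2 and F16, had a standard error of at least 61.5 on the log2 scale and p of at least 0.933 from edgeR. Whether they could have passed was not tested. In EAE mice, an autoimmune model of multiple sclerosis, Lactobacillus was at 5.21 ± 3.61% (SD, n = 6) from day 26 on against 13.7 ± 2.88% (n = 4) in naïve mice of day 32 and later, with 6 of 6 EAE mice below the lowest naïve mouse (exact permutation test, p = 0.00952). The days of these groups differ. On day 39, which both groups share, they overlapped, at 0.341% to 17.0% in EAE mice and 7.77% to 13.4% in naïve mice (n = 4 each). On day 1 Lactobacillus was already at 5.73 ± 9.24% in EAE mice (n = 3), and at 7.01 ± 11.0% in naïve mice (n = 4). A fall in EAE mice is therefore not shown, and these single days were not tested. In edgeR none of 22 genera passed between EAE mice of day 26 and later and naïve mice of day 32 and later (3 at an unadjusted p under 0.05, 3 with DESeq2).

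The Shannon index of wild-type mice from day 11 on was 2.13 ± 0.134 after stress and 2.07 ± 0.0650 in naïve mice (SD, n = 4 each, exact permutation test, p = 0.457). Of the remaining fixed lists, no genus of the Bacteroidales list or of the reagent and environment list was detected. From day 11 on, no genus of the Erysipelotrichia or diet DNA lists was frequent enough to test. Their summed shares were 15.2 ± 10.2% and 1.01 ± 0.825% in stressed mice and 0.0503 ± 0.0238% and 0 in naïve mice (exact permutation, p = 0.143 each). In the same window edgeR called 0 of 8 tested genera of other Clostridia, 0 of 3 butyrate producers, 0 of 1 mucus users and 0 of 1 gut Actinobacteria, each also 0 when adjusted over the list alone. In the window from day 32 on it called 1 of 1 mucus users (Akkermansia, whose share was 0.247 ± 0.0917% in stressed and 0.186 ± 0.0789% in naïve mice, exact permutation p = 0.4), 1 of 1 Erysipelotrichia (Allobaculum), 0 of 1 gut Actinobacteria and 1 of 1 of diet DNA, each the same when adjusted over the list alone. The call of the diet list is YS2, an order of gut bacteria related to Cyanobacteria and not plant DNA. Of gut Proteobacteria 1 genus was detected and none was frequent enough to test.

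Other splits of the same mice, or of their samples for changes over time, into groups of the same sizes were tested in the same way. For wild-type pellets of day 32 and later, 1 of 35 splits, the real one, gave as many as 13 genera, and the highest of the others gave 5, so chance is excluded for splits of single mice. Mice of a cage are not independent, and splits of whole cages are too few for a share under 0.05, so chance between cages is not excluded. In stressed mice over time, 2 of 35 splits gave at least the real 2, with 4 as the highest other, and in cecal samples 2 of 35 gave at least the real 2, with 3 as the highest other, so chance is not excluded for either. The splits over time leave out that the same mice have samples at both times. Where the real count was 0 every split gives at least as many, so the splits decide nothing. This holds for wild-type mice from day 11 on (35 of 35, highest other 3), for day 1 and for naïve mice over time (35 of 35 each, highest other 1), for SCID mice (35 of 35, highest other 0), for EAE mice (100 of 100 drawn, highest other 1) and for the interaction (100 of 100 drawn). For the interaction the highest other split called 12 genera, as a split that follows another structure of the samples would, and no such structure was tested.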
